A study of Homo sapiens with 24 samples. Its data were reported in "Identification and correction of time-series transcriptomic anomalies" (2025).

How the data were processed

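RNA sequencing of 24 samples of the established human cell line K562 was analysed, 1 for each time point from 0 h to 46 h after elutriation. Each sample was assigned to its time point from the sample labels, and table columns were matched to samples through the same labels. No column of per-sample values was left unused. There were no replicates and no groups of samples, so the design has time as its only variable.

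The expression table held FPKM values, which the authors made by aligning reads with STAR and quantifying and normalizing them with Cufflinks2. Tool versions, the genome build and the annotation were not stated. The values were used as deposited. The second table held a score per gene and time point, which the authors deposited as a cleaned version of the first. Its columns all contained the same sorted values, and it was compared with each correction method. The genes had been filtered before deposition: each gene present had at least 1 FPKM in at least 12 of the time points, so genes expressed at few time points were not analysed here.

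The depth of the libraries is unknown. Low FPKM values of 1526 genes with 1 annotated transcript were tested for steps of whole reads. At most 25.0% of low values lay at whole reads in any sample (42 h), against up to 28.9% with scrambled values (18 h). The share at 42 h was above its own scrambled share of 18.3%, as were those at 28 h, 30 h, 34 h and 44 h. At the other time points it was equal or lower. With at most 25.0% at whole reads, reads were not recovered and count models were not used. The precision of single values from counting reads can therefore not be given.

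Gene identifiers were matched to GENCODE 29 (GRCh38), which was used for gene type, transcript length and GC content only, and to a table of gene names. Because the build of the authors was not stated, no coordinates are given. Of 12285 identifiers, 12180 were found in GENCODE 29 and 12123 in the name table, 11491 had a symbol and 794 had none. Transcript length and GC content were known for 99.1% of genes.

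The detector followed that of the study with 2 exceptions. The study's rule of repeating the comparisons in reverse after a long run of calls was left out. The threshold of 0.3 was chosen here, since the paper's text gives no number for its own. Each gene was converted to a Z-score over the 24 time points, and the two-sample Kolmogorov–Smirnov distance was taken to the most recent time point below a threshold of 0.3, in the forward direction. The longest run of calls at this threshold was 2 time points, so the rule would have changed none of the counts at it. No p-value was taken across genes, which are not replicates. Corrections were PCHIP interpolation of 16 h and 18 h, quantile normalization of FPKM (QN), and Z-scoring followed by quantile normalization (ZQN).

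Deviations were computed on log2(FPKM + 1) for genes with a mean of at least 1 FPKM, as the distance of a pair of time points from the straight line between its flanks, or of 1 time point from the mean of its neighbours. Genes at a mean deviation of 1 or more in size (2-fold) were counted. As there were no replicates, the reference was the same count at 16 other consecutive pairs, or at 17 other time points, whose members and neighbours leave out 16 h and 18 h. Counting on the log2(FPKM + 1) scale understates changes of low genes.

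Order in time was ranked with the JTK statistic, the largest Kendall S over 12 phases of a 24 h cosine. Its permutation p came from 100000 orderings and was Benjamini–Hochberg adjusted over all 12285 genes. The share of the first 1000 genes with a peak or trough at 16 h or 18 h within the first 12 time points was given with its Wilson 95% interval.

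Genes are named by a rule: the study's examples RAB8B and KLHDC3, the cell-cycle references CCNE2 and CCNB1, the 5 genes with the largest rise and the 5 with the largest fall at 16 h and 18 h among those with a mean of at least 10 FPKM and the same sign at both time points, and the 5 ranked highest by JTK in the raw and in the ZQN table. Other genes named in the closing observations were chosen after their values were seen. Gene lists were S phase, G2/M, mitochondrially encoded, cytosolic ribosomal proteins, replication-dependent histones, nuclear-retained long RNAs, immediate early, heat shock, integrated stress response, erythroid, fibroblast and lymphoid. Each list of at least 3 genes was set against 10000 random lists of the same size, drawn within a window of 100 ranks of mean expression. The tests, their thresholds, the rule for named genes, the gene lists and the main alternatives were chosen before the data were examined.

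Alternatives were other filters on mean FPKM, a pseudocount of 0.1, log2 values before the Z-score, other thresholds (0.25, 0.2 and 0.15), the reverse direction, the immediate predecessor, coarser sampling at 4 h and 8 h, median centring, upper-quartile scaling, a 1.5-fold threshold, periods of 20 h and 28 h, Lomb–Scargle ranking, and the first 500 or 2000 genes. Removal of a smooth GC trend (lowess, fraction 0.3) from the deviations at 16 h and 18 h was a test of GC content set in advance. A repeat in reverse after 5 consecutive calls, removal of such a trend at each time point or before the comparison of gene lists, peak times taken from the JTK phase, and the scaling alternatives for single genes and lists were added after seeing the data.

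Each statistic was tested on simulated data with 12285 genes. The detector called 2 of 2 planted time points and 0 when none was planted. Of 200 planted 4-fold changes 200 were recovered with 0 false ones, and of 200 planted cosine genes 200 were called, with 11 other genes. Simulated genes had independent noise of the same size and no drift, and the planted changes were larger than the 2-fold threshold. These results therefore check the calculations and give no error rate for the data. Calculations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9.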

Results

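RNA from K562 cells, a human leukaemia line with erythroid features that grows in suspension, was sequenced at 24 time points after the cells had been sorted by size into a synchronous population by centrifugal elutriation. Samples were taken every 2 h from 0 h to 46 h, with 1 sample per time point. There were no replicates, so every value below is that of a single library, and differences between time points were set against the same measure at other time points of the series. A cycle of 24 h, or 12 time points, was assumed. The purpose of the study was to find and correct time points at which the transcript levels of many genes depart from those of their neighbours (STRIPEs), and it named 16 h and 18 h as such time points and 32 h as a milder case.

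The deposited expression table held FPKM values for 12285 genes, of which 12253 had a mean of at least 1 FPKM and 7169 a mean of at least 10 FPKM over the series. Every gene in it reached 1 FPKM in at least 12 time points. Read counts were not recovered from the values, so the depth of the libraries is unknown. The summed FPKM ranged from 456791 to 591309. It was 566247 at 16 h and 591309 at 18 h, and at most 520382 at any other time point. The 100 most abundant genes of each sample took 18.2% to 22.6% of the sum. The number of genes listed at 0 was 102 at 16 h, 115 at 18 h, 58 at 32 h and 35 at 6 h, against 4 to 27 at the other time points.

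To ask which time points had an unusual distribution of transcript levels, each gene was converted to a Z-score over the series, and the Kolmogorov–Smirnov (KS) distance was taken between each time point and the most recent time point below a threshold of 0.3. The KS distance was 0.349 at 16 h and 0.385 at 18 h, both against 14 h. These were the only 2 of 23 compared time points past the threshold. The other 21 distances had a median of 0.0709 and a range of 0.00724 to 0.134, with the highest at 34 h. At 32 h the distance was 0.0940, against 30 h, which ranked 4 among the other 21. It was lower than the 0.128 at 24 h and the 0.134 at 34 h. The distance at 34 h was taken against 32 h, so it also measures how far 32 h lay from 34 h. In the reverse direction that 0.134 was the distance of 32 h, the highest apart from 16 h and 18 h. The alternative that moved the distances at 16 h and 18 h most, log2 values with a smooth GC trend removed at each time point, was chosen after seeing the data. It gave 0.242 at 16 h and 0.0810 at 18 h, the latter against 16 h, and 0 time points past the threshold. The highest distance under it was 0.293 at 20 h, against 18 h, just below the threshold. Comparison with the immediate predecessor, set in advance, gave 0.168 at 18 h, with 16 h and 20 h past the threshold. In the comparison of every time point with every other, the median distance to the 22 time points other than 16 h and 18 h was 0.327 at 16 h and 0.366 at 18 h. Among those 22 it was at most 0.144.

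**Figure D1:**
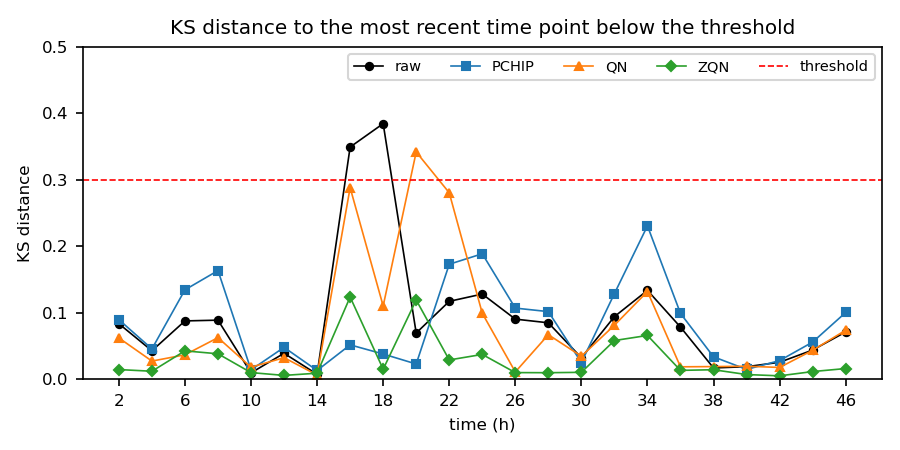
KS distance between the Z-scores of each time point and of the most recent time point below the threshold (vertical axis, no unit) against time (horizontal axis, h), for the raw table and after each of 3 corrections. For the raw table, the points at 16 h (0.349) and 18 h (0.385) lie above the dashed threshold of 0.3, and after QN 20 h (0.342) does.

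The Z-scores were spread more widely at 16 h and 18 h, towards both sides. The 10 and 90 percentiles were −2.18 and 2.70 at 16 h and −2.48 and 3.45 at 18 h. At 14 h they were −1.06 and 0.92, and at 20 h −0.85 and 0.70. At 32 h they were −1.19 and 1.46.

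**Figure D2:**
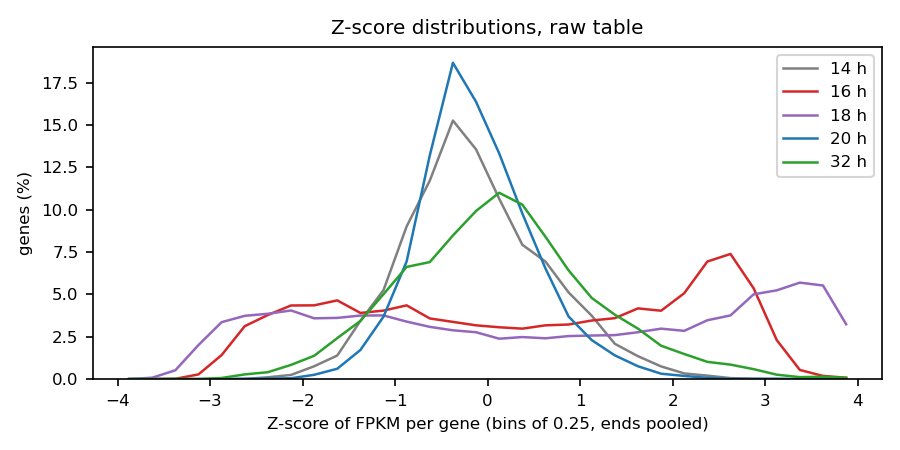
Percentage of genes (vertical axis) by Z-score of FPKM (horizontal axis, bins of 0.25 with the ends pooled) at 14 h, 16 h, 18 h, 20 h and 32 h in the raw table. The distributions at 14 h and 20 h have 1 peak near 0, while those at 16 h and 18 h have more genes on both sides than near 0.

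The same measure was then taken after each correction that the study describes. After 16 h and 18 h had been replaced by PCHIP interpolation, 0 time points were past the threshold, and the highest distance was 0.231 at 34 h. After Z-score quantile normalization (ZQN), 0 time points were past it, and the highest distance was 0.124 at 16 h. ZQN gives every time point the same sorted values, so these distances arise only because the detector Z-scores each gene again. Low distances after ZQN are thus favoured by construction. Of the re-scored values, 15.7% at 16 h and 16.1% at 18 h were beyond 2 in size. Among the other time points the highest share was 5.75%, at 32 h. After quantile normalization of the FPKM values (QN), 1 time point was past it. This was 20 h, at 0.342 against 18 h, because 16 h at 0.288 and 18 h at 0.110 against 16 h stayed below the threshold and 18 h became the time point to which 20 h was compared. The count that depended most on the threshold was that after PCHIP, which was 14 at a threshold of 0.15. It was 3 at that threshold with the comparisons repeated in reverse after 5 consecutive calls, an alternative chosen after seeing the data.

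To see how many genes carried the shift and in which direction, the mean deviation at 16 h and 18 h from the straight line between 14 h and 20 h was computed on the log2(FPKM + 1) scale, which understates changes of low genes. Of 12253 genes, 1097 lay at least 2-fold above their flanks and 871 at least 2-fold below. The same measure at the 16 consecutive pairs of time points whose members and flanks leave out 16 h and 18 h gave 10 to 99 genes above (median 22.5) and 5 to 79 genes below (median 24). The highest of these counts were at 28 h and 30 h for genes above and at 32 h and 34 h for genes below. Across genes, which are not independent replicates, the deviations at 16 h and 18 h had a Pearson r of 0.939, against −0.0821 to 0.828 in the 16 other pairs. A lower threshold of 1.5-fold moved the counts most, to 2933 genes above and 2060 below. The direction of the shift depended on the scaling. The median deviation of all genes was 0.14 as deposited, 0.03 after each time point had been centred on its median and −0.06 after upper-quartile scaling. Of the genes past 2-fold, 55.7% lay above their flanks as deposited, 41.6% after centring (802 above, 1126 below) and 30.8% after upper-quartile scaling (579 above, 1299 below).

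**Figure D3:**
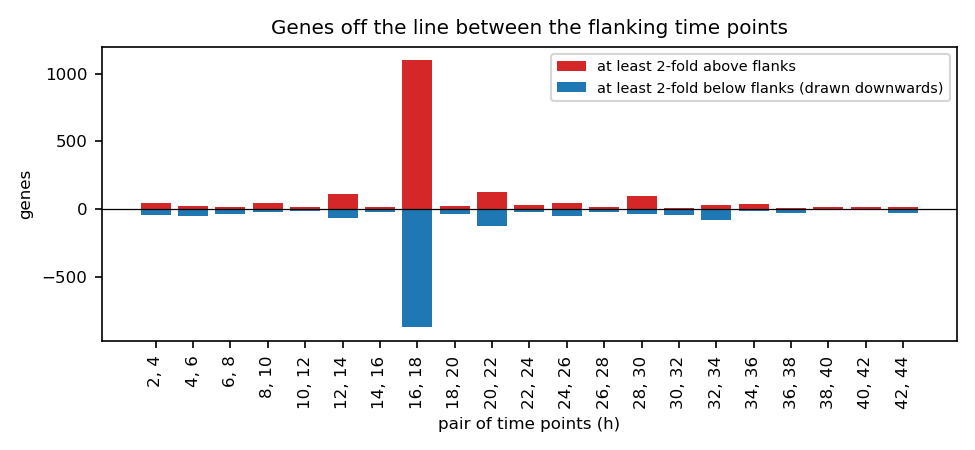
Number of genes (vertical axis) at least 2-fold above (red) or below (blue, drawn downwards) the line between the flanking time points, for each consecutive pair of time points (horizontal axis, h), with 1 library per time point. The pair of 16 h and 18 h has 1097 and 871 genes, and the pairs at 12 h and 14 h, 14 h and 16 h, 18 h and 20 h, and 20 h and 22 h have 16 h or 18 h as a member or a flank.

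At 32 h, 179 genes lay at least 2-fold off the mean of 30 h and 34 h, of which 55 were above and 124 below. At the 17 other time points whose neighbours leave out 16 h and 18 h the count was 33 to 176 (median 61), with the highest at 6 h. The count at 32 h was thus above every reference value, but only narrowly so over 6 h. However, 6 h shared deviations with 32 h (r of 0.684 across genes, described in the closing observations), so it is not a clean reference. The next highest reference count was 130, at 22 h. With a threshold of 1.5-fold, the alternative that moved the count at 32 h most, it was 829, against at most 528 at the reference time points.

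The genes described next follow a rule fixed in advance. RAB8B (ENSG00000166128), an example of the study, had 13.3 FPKM at 14 h, 47.2 at 16 h, 69.2 at 18 h and 14.2 at 20 h, and 9.54 to 19.6 at the time points other than 16 h and 18 h. Its mean deviation was 1.98 on the log2 scale, against −0.34 to 0.31 in the reference pairs. KLHDC3 (ENSG00000124702), the other example, had 91.4, 68.9, 65.2 and 85.8 FPKM at these 4 time points, and its deviation was −0.40 against −0.09 to 0.07 in the reference pairs. The cyclin genes served as cell-cycle references. CCNE2 (ENSG00000175305) deviated by 0.30 and CCNB1 (ENSG00000134057) by −0.20, both within their reference ranges of −0.23 to 0.66 and −0.51 to 0.26. CCNE2 was highest at 2 h (38.9 FPKM) and CCNB1 at 22 h (237 FPKM).

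**Figure D4:**
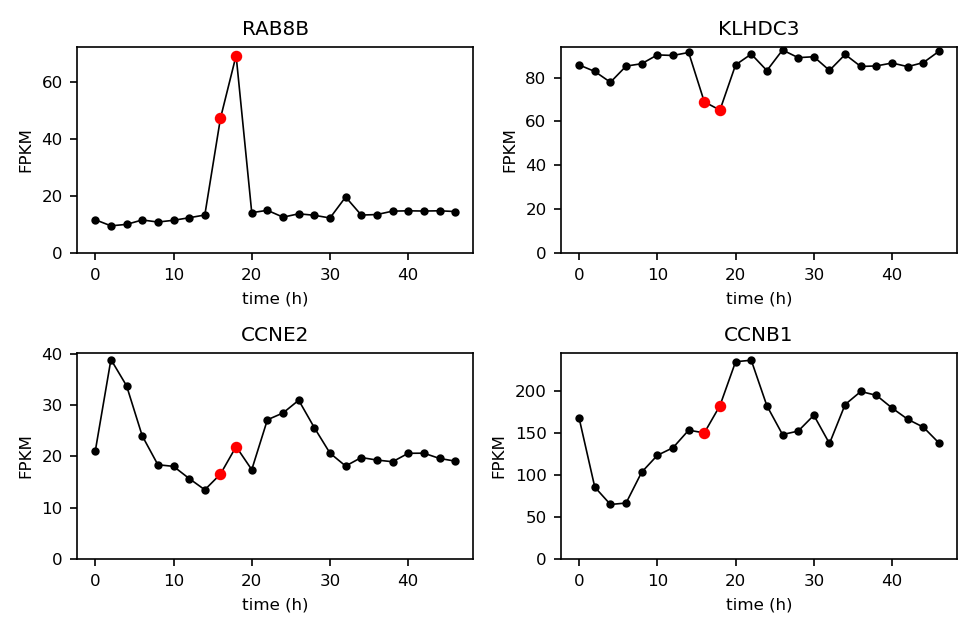
FPKM (vertical axes) against time (horizontal axes, h) for RAB8B, KLHDC3, CCNE2 and CCNB1, with 1 library per point and the values at 16 h and 18 h in red. RAB8B rose to 69.2 FPKM and KLHDC3 fell to 65.2 FPKM at 18 h, while the deviations of CCNE2 and CCNB1 lay within their reference ranges.

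Among genes with a mean of at least 10 FPKM, the 5 largest rises were those of SNORD102 (ENSG00000207500, 6.34), CFAP298-TCP10L (ENSG00000265590, 5.48), ENSG00000273782 (4.95), MALAT1 (ENSG00000251562, 3.59) and ENSG00000257411 (3.43), in mean log2 deviation. MALAT1, a long RNA retained in the nucleus, had 11073 FPKM at 16 h and 12319 at 18 h, against 556 to 1593 at the other time points. The 5 largest falls were those of MTATP6P1 (ENSG00000248527, −9.12), MTND2P28 (ENSG00000225630, −7.52), ENSG00000266727 (−6.23), ENSG00000273885 (−6.23) and SNORD36A (ENSG00000199744, −5.59). MTATP6P1 and MTND2P28 are nuclear pseudogene copies of mitochondrial sequence and were listed at 0 at 6 h, 16 h, 18 h and 32 h. SNORD102 and SNORD36A are annotated as small nucleolar RNAs, as is ENSG00000273885, and CFAP298-TCP10L is a readthrough gene. Values of such genes are uncertain, because reads shared with a copy, a host gene or an overlapping gene can be assigned in more than 1 way. SNORD102 and ENSG00000273782 were near 0 at 20 h, and all 5 genes with the largest falls were at or near 0 at 18 h, so the size of those deviations rests on the pseudocount. With a pseudocount of 0.1, SNORD102 deviated by 8.23 and MTATP6P1 by −12.44.

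Gene lists fixed in advance were compared with 10000 random lists of the same size matched on mean expression, as a description of these libraries. The median deviation at 16 h and 18 h was 0.46 for 43 S phase genes (percentile 98.3) and 0.50 for 53 G2/M genes (percentile 99.4). It was 0.86 for 14 heat shock genes (percentile 98.5). Lower medians than in the random lists were found for 82 cytosolic ribosomal protein genes (−0.64, percentile 0), 14 integrated stress response genes (−0.61, percentile 0.08) and 14 erythroid genes (−0.97, percentile 0.01), which include the near-identical copies HBG1 and HBG2. Inside the central 95% of the random lists lay 5 mitochondrially encoded genes (0.76, percentile 97.1) and 30 replication-dependent histone genes (−0.01, percentile 26.9). So did 8 long RNAs listed as nuclear-retained, whose location was not tested (0.26, percentile 64.2). The same held for 12 immediate early genes (−0.06, percentile 18.8) and 4 fibroblast genes (0.27, percentile 70.0). The lymphoid list had 2 genes in the table and was given no percentile. Of 11 lists, 6 thus lay outside it. The scaling moved the list medians without reversing any of them. Upper-quartile scaling gave 0.24 for S phase and 0.28 for G2/M, against −0.06 for all genes. After a smooth trend with GC content had been removed from the deviations, an alternative chosen after seeing the data, 3 lists lay outside it. The percentile was then 72.6 for S phase, 74.7 for G2/M and 96.3 for heat shock. It was 0 for ribosomal proteins, 0.23 for the integrated stress response and 0.01 for the erythroid list. The random lists were not matched on transcript length, and no length trend was removed. Across genes, the Spearman rho between the deviation and transcript length was 0.303. Whether length plays a part in the lists that remained outside was therefore not tested.

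Genes were ranked for order in time with the JTK statistic for a 24 h period. The permutation p assumes that time points are exchangeable, so that slow drift also lowers it. At a Benjamini–Hochberg adjusted permutation p of 0.05 or below, 1602 of 12285 genes were called. In 100 random orderings of the time points the median count was 0 and the highest 3. The count moved most with the period, to 340 genes at 20 h. It was 2264 after PCHIP, 1630 after QN, 1551 after ZQN and 1993 without 16 h and 18 h. The 5 genes ranked highest in the raw table were MCM5 (ENSG00000100297), RAB35 (ENSG00000111737), MED22 (ENSG00000148297), LINC01287 (ENSG00000234722) and FKBP8 (ENSG00000105701). Each had an adjusted permutation p of 0.00148, the smallest reached here, since their unadjusted p of 1e-05 was the smallest that the permutations can give. Within the first 12 time points, MCM5, RAB35, MED22 and LINC01287 were lowest at 16 h and FKBP8 at 18 h. MCM5 rose to 120.1 FPKM at 4 h and had 53.0 FPKM at 16 h. The 5 ranked highest after ZQN were RAB35, MCM2 (ENSG00000073111), LDB1 (ENSG00000198728), MCM5 and PEX2 (ENSG00000164751). RAB8B had an adjusted permutation p of 0.0148 in the raw table and a lower one of 0.00168 after ZQN, with a JTK phase of 18 h in both. For CCNB1 the adjusted permutation p was 0.140 in the raw table and 0.154 after ZQN.

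The study asked whether ranked genes too often had their extremes at the affected time points. Of the 1000 genes ranked highest in the raw table, 78.0% (Wilson 95% interval 75.3 to 80.5) had their peak or trough within the first 12 time points at 16 h or 18 h, against 74.2% of all genes. The intervals cover counting error only, and genes are not independent. The share was 74.1% (71.3 to 76.7) after QN and 38.7% (35.7 to 41.8) after ZQN, against 69.8% and 41.7% of all genes. After PCHIP it was 0%, for which the Wilson upper limit is 0.383%. This 0 is fixed by construction, because the interpolated values lie between those of 14 h and 20 h. Among alternatives that changed 1 choice, counting peaks only moved the share in the raw table most, to 30.6%. The pair of 16 h and 18 h had the highest share of the first 12 time points in the raw table, followed by 65.8% at 18 h and 20 h and 60.2% at 4 h and 6 h. The excess of the top 1000 over all genes was larger at 4 h and 6 h, where all genes had 31.9%. After ZQN the highest share was 49.2%, at 4 h and 6 h.

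**Figure D5:**
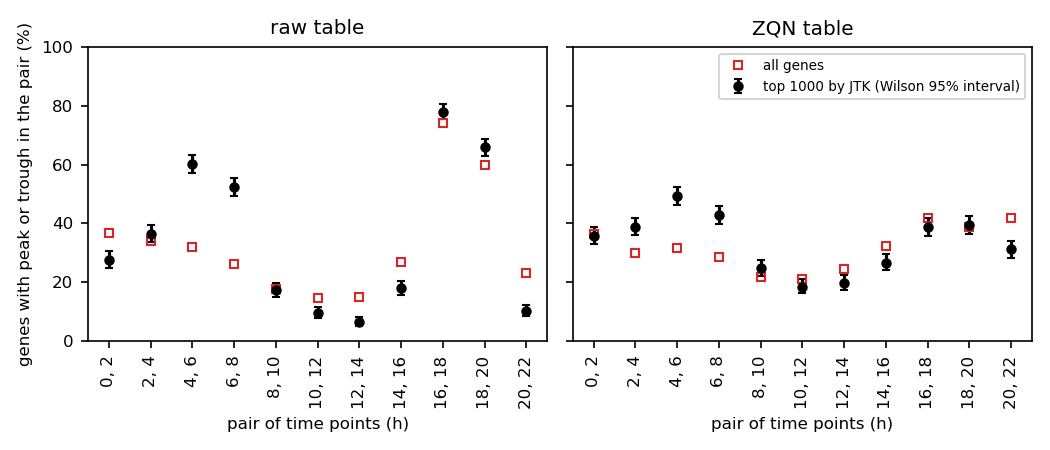
Percentage of genes with their peak or trough within the first 12 time points in each consecutive pair (vertical axes) against the pair (horizontal axes, h), for the 1000 genes ranked highest by JTK (black, bars are Wilson 95% intervals) and for all genes (red), in the raw and the ZQN table. At 16 h and 18 h the top 1000 had 78.0% in the raw table and 38.7% after ZQN, against 74.2% and 41.7% of all genes.

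The rankings of the raw, PCHIP and ZQN tables shared 478 of their first 1000 genes. The alternatives gave 472 to 510 shared genes, the highest with a 20 h period. The raw ranking had 244 genes found in neither of the other two, PCHIP 359 and ZQN 203. Pairwise, raw and ZQN shared 695 genes, PCHIP and ZQN 580 and raw and PCHIP 539.

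The cleaned table of the series was compared with each correction, since the labels do not state which one made it. It was identical to ZQN of the deposited FPKM values, with a Pearson r of 1 over 12285 genes and 24 time points and a largest difference of 0 to 12 decimals. The r was 0.902 with the uncorrected Z-scores, 0.896 with the Z-scores after QN and 0.840 with those after PCHIP.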

Values the study reported

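For the human series the study's detector named time points 16 and 18, and 32 was named as a mild case by eye. After quantile normalization the detector of the study still found 16 and 18. The study gave about 62% of the top 1000 periodic genes as falling at the affected time points before correction, 39% after interpolation and 40% after Z-score quantile normalization. It reported 461 genes common to the top 1000 before correction, after interpolation and after Z-score quantile normalization.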

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

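The alternatives with a smooth GC trend removed, those that repeat the comparisons in reverse after 5 consecutive calls, those that take peak times from the JTK phase and the scalings of single genes and lists were chosen after seeing the data. Of the 114 values given by the alternatives set in advance, 84 kept their direction and their side of the threshold or stayed within their limits, 1 was weaker and 29 moved. Of the 15 added ones, 2 were within their limits, 2 were weaker and 11 moved. These values are counts, shares, distances and correlations judged one at a time, which hides that the balance of genes above and below the flanks was reversed by the scaling. Where no reason is given below, the cause was not tested.

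The KS distance stayed at or above the threshold of 0.3 at 16 h under every alternative set in advance (0.3003 to 0.413, the lowest with sampling every 8 h) and stayed below it at 32 h (0.0726 to 0.134). At 18 h it fell to 0.168 with the immediate predecessor, because 18 h is then compared with 16 h, and otherwise was 0.382 to 0.447. Sampling every 4 h from 0 h, every 4 h from 2 h or every 8 h from 0 h called 1 time point each, since each holds only 16 h or only 18 h. For the same reason sampling from 0 h gave no value for 18 h, and sampling from 2 h gave none for 16 h or 32 h. After PCHIP 5 time points were called at a threshold of 0.2 and 14 at 0.15. Part of these follow from the detector's construction, since later time points are compared with an ever more distant one. With the comparisons repeated in reverse after 5 consecutive calls, 1 time point (32 h) was called at 0.2 and 3 (6 h, 22 h and 32 h) at 0.15. After QN 2 time points (16 h and 18 h) were called at 0.2 and 2 at 0.15, against 1 (20 h) at 0.3. ZQN gave 0 throughout, which its equal sorted values favour by construction.

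With log2 values and the GC trend removed, the KS distance was 0.242 at 16 h and 0.0810 at 18 h, the latter against 16 h (0.269 against 14 h). It was highest at 20 h, at 0.293 against 18 h, and 0 time points were called. The counts were then 659 genes above and 489 below the flanks, the JTK count was 906, and the share at 16 h or 18 h was 67.3% in the raw table. This setting changed the scale and left out genes without a GC value as well as removing the trend. Log2 values alone gave 0.361 at 16 h.

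Genes above the flanks numbered 579 with upper-quartile scaling and 2933 at 1.5-fold, against 1097. Genes below numbered 1308 with a pseudocount of 0.1, 549 with a mean of at least 10 FPKM and 2060 at 1.5-fold, against 871. Centring gave 802 above and 1126 below, and upper-quartile scaling 579 and 1299, so that more genes lay below than above, while more lay above as deposited. The median deviation of all genes went from 0.14 to 0.03 and −0.06. Under these alternatives the counts at 16 h and 18 h stayed above the highest reference pair, which had at most 309 genes above and 232 below (at 1.5-fold). At 32 h the count was 348 with a pseudocount of 0.1, 63 with a mean of at least 10 FPKM and 829 at 1.5-fold, against 281, 59 and 528 at the highest reference time point. The filter leaves fewer genes to count and the 1.5-fold threshold is looser, so these shifts follow in part from construction.

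The JTK count was 340 with a 20 h period and 437 with a 28 h period, against 1602. The share of the top 1000 with a peak or trough at 16 h or 18 h fell from 78.0% in the raw table to 72.3% with Lomb–Scargle ranking, 74.4% with a 20 h period, 74.75% in the top 2000, 68.2% over all 24 time points and 30.6% for peaks only. After QN it fell from 74.1% to 68.6% with Lomb–Scargle ranking, 69.6% with a 20 h period, 64.6% over all time points and 38.5% for peaks only. After ZQN it fell from 38.7% to 32.8%, 27.4% and 24.0% with Lomb–Scargle ranking, all time points and peaks only. Counting fewer extremes per gene lowers the share for peaks only by construction. With the JTK phase the share was 59.7% in the raw table, 39.2% after PCHIP, 60.1% after QN and 42.9% after ZQN, against 42.7%, 34.9%, 42.8% and 38.1% of all genes, where 4 of the 12 phases (33.3%) count. The excess over all genes in the raw table was thus larger with the JTK phase than with the main measure (78.0% against 74.2%).

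For the 22 named genes, 25 of 66 values moved under another pseudocount or scaling by more than the spread of the reference pairs, and for the 11 lists 16 of 33 did. None changed direction. Reads were not recovered, so counting error could not be separated from other differences between single libraries, which limits values near 0 most. No paired analysis was possible because each time point has 1 sample.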

Other observations

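For the shift at 16 h and 18 h, the tests of scale, abundant genes, length, GC content, nuclear RNA, other cells, stress and the cell cycle were fixed in advance, except that the comparison of the remaining genes with the reference pairs, the list percentiles after removal of the GC trend, the count of genes beyond the range of the other time points and the test of exchanged labels were chosen only after the result was seen. All tests on the pattern shared by 6 h, 16 h, 18 h and 32 h were chosen only after the result was seen. So were those on the pattern shared by 22 h, 28 h and 30 h, and the grouping of the time points in both.

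The share of the top 1000 genes at 16 h or 18 h after PCHIP interpolation was 0%. That is lower than the value quoted from the study above. It follows from the construction of the measure, since interpolated values lie between their neighbours. With peak times taken from the fitted JTK phase, a measure chosen after the data and the quoted values were seen, the share was 39.2%, against 34.9% of all genes. In the raw table the share was 78.0%, higher than the value quoted from the study. With the JTK phase it was 59.7%, closer to that value. After ZQN these measures gave 38.7% and 42.9%, on either side of the quoted value. Which measure the study used was not established. The detector called 1 time point after QN. That is lower than the number quoted from the study above. It depends on the threshold, since 16 h had 0.288, and at a threshold of 0.2 there were 2. The paper's text gives no number for the threshold of the study.

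The shift at 16 h and 18 h followed GC content. Across genes, the Spearman rho between the deviation and the GC content of the transcript was −0.560, against −0.342 to 0.221 in the 16 reference pairs. The median deviation fell from 0.55 in the decile of genes with the lowest GC content to −0.69 in the decile with the highest. Removing a smooth GC trend from the deviations lowered the genes 2-fold off their flanks from 1928 to 1148 of 12148 genes with a GC value, 1.68-fold fewer. Bias with GC content may therefore account for part of the shift. The trend removed is not the whole cause, since 1148 genes remained past 2-fold, 9.73 times the highest reference pair treated the same way, which had 118. It rests on the GC content of the longest annotated transcript of each gene. GC bias that this trend does not capture was therefore not excluded. A library-wide difference in scale was argued against, since centring left 1928 genes past 2-fold in both directions, by coincidence the number given above for genes with a GC value. A few genes taking most of the FPKM were argued against, since rescaling to the total without the top 100 genes left 1914. Removing a trend with transcript length left 1701, so length alone was argued against as well. Labels exchanged within the series were argued against, since the lowest KS distance of 16 h or 18 h to the 22 other time points was 0.247, while each of those 22 had another among them within 0.0597.

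Several explanations of the same shift stayed open. A different share of nuclear or non-polyadenylated RNA in the libraries could not be decided. The histone list lay at percentile 26.94 with members moving both ways. The nuclear list had 8 genes, among them NORAD and OIP5-AS1, and whether each is retained in the nucleus was not tested. MALAT1 rose to 12319 FPKM at 18 h, but it is among the genes with the largest rises. Cells of another type could not be decided either, since 6 of the listed fibroblast and lymphoid genes were in the table, which leaves out genes silent at most time points. The most abundant of them, VIM, had 120 FPKM at 14 h, 157 at 16 h, 178 at 18 h and 145 at 20 h. A stress response may contribute but was not decided. The heat shock list lay at percentile 98.5 and, after removal of the GC trend, at 96.32, while the integrated stress response list moved the other way (percentile 0.08). Library depth and a library batch were not tested, nor was an exchange with a sample from outside the series.

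A change of cell-cycle phase as the whole cause of the shift was argued against, but a part in it was not excluded. Of the genes 2-fold off their flanks, 13.8% had a JTK adjusted permutation p of 0.05 or below without 16 h and 18 h, against 16.2% of all genes. At both 16 h and 18 h, 291 genes lay at least 2-fold beyond the range of the 22 other time points on the same side, which cells at a phase sampled elsewhere in the series would not give. In each of the 16 reference pairs 0 genes did, against the 20 time points other than the pair, 16 h and 18 h. The S phase and G2/M lists rose together, at percentiles 98.3 and 99.4, although in the first cycle of the ZQN table they peaked at different times, 2 h and 20 h. After removal of the GC trend they lay at 72.6 and 74.7.

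Part of the pattern at 16 h and 18 h returned at time points hours away. Deviations from each gene's median were correlated across 7169 genes with a mean of at least 10 FPKM, for the 190 pairs of time points at least 10 h apart. Genes are not independent replicates, and the median r was −0.119. The highest r were 0.684 between 6 h and 32 h, 0.621 between 16 h and 32 h and 0.572 between 18 h and 32 h. The r of 6 h was lower with 16 h (0.380) and with 18 h (0.306), and was 0.395 with 26 h. After removal of the GC trend these were 0.530, 0.471 and 0.349, so their order depended on it. At 6 h, 16 h, 18 h and 32 h MTATP6P1 and MTND2P28 were listed at 0, while at the 20 other time points they had 332 to 686 and 94.2 to 209.7 FPKM. HBA1 had 1205 to 1663 FPKM at these 4 time points and 326 to 777 elsewhere, while its relative HBG2 had 533 to 1554 and 1911 to 3141. These genes have near-identical copies, so their values are uncertain. Other genes did not go the same way at the 4 time points. MT-ATP6 had 188 FPKM at both 6 h and 32 h, but 553 at 16 h and 829 at 18 h, against 203 to 377 elsewhere. GP1BB had 96.5 FPKM at 6 h and 77.5 at 32 h, but 9.75 at 16 h and 6.68 at 18 h. MALAT1 had 1329 and 1593 FPKM at 6 h and 32 h, but 11073 and 12319 at 16 h and 18 h. Genes with a median of at least 10 FPKM that fell below 1% of it numbered 17 at 16 h, 14 at 18 h, 8 at 32 h and 6 at 6 h, and 0 to 2 at the others.

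Tests on this recurrence argued against several causes. Removing the GC trend left an r of 0.727 between 16 h and 32 h, and removing the GC and length trends left 0.715. A 24 h cycle was argued against, since 6 h and 30 h correlated at −0.0372 and the median r of pairs 24 h apart was −0.133. Across 3290 protein-coding genes whose exons overlap no other gene, 32 h correlated at 0.485 with 6 h, 0.543 with 16 h and 0.504 with 18 h, so overlapping genes are not the whole cause of what these share with 32 h, although the drop from 0.684 was close to the 1.5-fold limit set for the test. For 6 h with 16 h and 18 h, the r of 0.530 with 16 h after removal of the GC trend argues against that trend as the cause. Without overlapping genes 6 h correlated at 0.258 with 16 h, 0.188 with 18 h and 0.227 with 26 h, so overlapping genes stayed open for this part. A difference between library batches may explain the recurrence. It remains a hypothesis, since the r of 0.684 between 6 h and 32 h cannot decide it without a batch label.

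A separate pattern joined 22 h, 28 h and 30 h. The r between 22 h and 28 h was 0.721, against 0.118 between 22 h and 24 h, which argues against a gradual change in time. It was 0.703 after removal of the GC trend and 0.607 across protein-coding genes without exon overlap. Between 22 h and 30 h the r was 0.647, then 0.651 and 0.467 under these treatments. Between 28 h and 30 h it was 0.865, then 0.840 and 0.800. These values argue against the GC trend and overlapping genes as the whole cause, although the drop to 0.467 came near the 1.5-fold limit named above. At these time points ENSG00000280102 had 7810 to 10275 FPKM and ENSG00000281255 had 4484 to 6158, against at most 1332 and 843 elsewhere, and together they took 2.45% to 3.16% of the summed FPKM. NME1-NME2, a readthrough gene, had 131 to 147 FPKM and at most 72.9 elsewhere, and GP1BB had 0.00107 to 8.38 and 6.68 to 96.5. A shared library batch is again a candidate explanation, left open because no batch label gives a split to which the r of 0.721 could be compared. No biological explanation was tested for this pattern, and exchanged labels were tested neither for it nor for the preceding one.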
